A study of Saccharomyces cerevisiae with 15 samples. Its data were reported in "Hmo1 Promotes Efficient Transcription Elongation by RNA Polymerase I in Saccharomyces cerevisiae" (2024).

How the data were processed

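The samples were 15 NET-seq libraries of wild-type *Saccharomyces cerevisiae* (budding yeast). NET-seq (native elongating transcript sequencing) reads the 3′ ends of RNA that is purified together with an RNA polymerase, here RNA polymerase I (Pol I), so that each read marks the last nucleotide a polymerase had incorporated. Per the labels, cells were broken while frozen, the lysate was left untreated or treated, Pol I was immunoprecipitated, and a linker carrying a unique molecular identifier (UMI) was ligated to the RNA 3′ ends. There were 5 groups of 3 libraries: untreated, CaCl2, CaCl2 + MNase, MnCl2 and MnCl2 + DNase I. MNase (micrococcal nuclease) needs calcium to cut nucleic acids, and DNase I cuts DNA with a divalent cation such as manganese. CaCl2 was used at 5 mM and MNase at 100 U/µL, for 2 minutes at 37 °C. MnCl2 was used at 10 mM and DNase I at 100 U/mL, for 20 minutes on ice, with another 30 minutes on ice after the reaction was stopped. EDTA, which binds divalent cations, was added to 5 mM in all 4 treated groups. The untreated libraries had neither a cation nor an incubation, and no group was incubated without a cation, so the effect of a cation and that of its incubation are confounded. In one place the labels name DNase I for the step that received MNase; the group names were used.

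The authors removed duplicate reads by UMI, trimmed the reads, aligned them with STAR to the R64 genome assembly and counted 3′ ends per nucleotide with BEDTools, and the tables hold the 35S gene alone. The deposited values are CPM (reads scaled to the same total, 1e6, in every library): the authors divided the reads at each position by the total of that library over the 35S gene. The column sums exceeded that total by the signal past position 6739 in every library, so the total had been taken up to that position, which the deposited tables mark as the terminator T1. Each of the 7 deposited tables sets 1 group against another and adds the authors' ratio of group means and a p-value per position. An unequal-variance test recomputed from the CPM gave every one of the authors' p-values to within 5e-08, and the equal-variance form differed by up to 0.068. A library's values were the same in every table that held it.

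CPM values were whole multiples of 1 read for 99.7% to 99.99% of positions per library, so reads were recovered from them. Another 1 to 20 values per library lay 0.5 of a read from a whole number, for a reason the labels do not give. In CaCl2 replicate 3 and CaCl2 + MNase replicate 3, the 2 deepest libraries, too few values lay near 1 read to settle the step, so the values they set below (the greatest depth, the lowest CPM of 1 read and the most spacer reads) are less certain. The recovered depth ran from 2835831 to 13244369 reads per library, and 1 read was worth 0.0756 to 0.353 CPM. Because UMIs were counted, a read stands for 1 ligated molecule, and a position with 3 or fewer reads in all libraries of a group was treated as being at the floor. The spacers of a library held 39321 to 715110 reads. At 9 positions, 3 at each mature 3′ end of 18S, 5.8S and 25S, all 15 libraries were at 0. That these positions were masked on purpose is an inference from the zeros alone and was not tested.

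Coordinates follow the annotation of R64: the 35S gene is RDN37-2, chromosome XII, 460712 to 467569, minus strand, and position 1 is its 5′ end. The base the tables give matched R64 at all 6858 positions. The gene lies in repeats; the annotated copies RDN37-1 and RDN37-2 differ at 0 positions, so occupancy is a sum over copies.

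Each of 7 pairs of groups was compared per position with limma (version 3.58.1, R 4.3.3; lmFit and eBayes with a trend) on log2(CPM + 1), using the 6 libraries of the pair and positions above 0 in at least 3 of them. P-values were adjusted by the Benjamini-Hochberg method, and a position was called at an adjusted p-value under 0.05. Log2 changes per position are on the log2(CPM + 1) scale, which understates changes at low positions. A limma interaction term over 12 libraries compared the effect of MNase on top of CaCl2 with that of DNase I on top of MnCl2. On simulated data with 200 positions changed by 1.5 on the log2 scale the fit recovered 200, with 13 false calls among 213. Smaller changes were not simulated, so their recovery is not known. The fit made 0 calls when no position was changed (5.14% of positions had an unadjusted p-value under 0.05).

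Region shares (log2), spacer profiles, Kolmogorov-Smirnov (K-S) distances and base shares have 1 value per library. They were tested over all 5 groups with exact permutation tests on all 1401400 partitions of 15 libraries into 5 groups of 3, one-sided for a large statistic. The statistics were the F ratio, a pseudo-F on 1 minus Spearman's rho across 1500 spacer positions, and the between-group minus within-group mean of the K-S distance D. Positions are not independent replicates, so libraries were permuted in each case. For a single pair of groups, 3 against 3 libraries give 10 splits, so an exact two-sided p-value cannot go below 0.1. On simulated libraries with equal means, 10 of 200 runs of the partition test had a p-value under 0.05. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

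The tests, groups, alternatives and the rule for named positions were fixed before the data were examined. That rule took, in each comparison, the spacer position with the largest rise and the one with the largest fall among called positions whose mean lay above the median spacer position and whose groups did not overlap. The alternatives were a pseudocount of 10, no filter, a mean of at least 20 CPM, all 15 libraries in one fit, the replicate number as a block, edgeR (version 4.0.16, quasi-likelihood) on the recovered reads, rescaling to the spacer sum, other distances or position sets, and leaving out each library or replicate number. Scaling by the median of ratios was added after seeing the data. edgeR called 2176 positions for CaCl2 against untreated and 5002 for MnCl2 against untreated, close to the counts from limma.

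Whether equal replicate numbers pair libraries was checked by correlating deviations from the group means across 6477 positions. Only for MnCl2 against CaCl2 were all 3 correlations above 0.1 (0.145, 0.237 and 0.108). The labels give no origin for a pairing, and unequal replicate numbers were not correlated, so a pairing is not established. The blocked fit called 3079 positions for MnCl2 against CaCl2, and 2882 were called without the block.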

Results

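Pol I occupancy was measured at single-nucleotide resolution along the 35S gene, the precursor of the ribosomal RNAs, in wild-type yeast lysates under 5 conditions with 3 libraries each. The gene (RDN37-2, chromosome XII, 460712 to 467569, R64) holds the external transcribed spacer ETS1 (positions 1 to 700), the 18S gene (701 to 2500), the internal spacer ITS1 (2501 to 2861), the 5.8S gene (2862 to 3019), ITS2 (3020 to 3251), the 25S gene (3252 to 6647) and ETS2 (6648 to 6858). The spacers are removed when the precursor is processed, whereas the rRNA genes can carry reads from mature rRNA. Depth on the 35S gene ranged from 2835831 reads (MnCl2 replicate 1) to 13244369 reads (CaCl2 + MNase replicate 3, where the recovered number is less certain). Across all 35S positions, Spearman's rho between libraries of one group was 0.926 to 0.995, and 15 of 15 such pairs lay above 0.9. Over the spacers alone the range was 0.737 to 0.986, and 4 of 15 pairs lay above 0.9.

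The first comparison asked how the share of occupancy in each region depended on the cation and the nuclease. The 4 spacers together held 6.85% ± 0.279 (SD, n = 3) of 35S occupancy in untreated libraries. This share was 4.08% ± 1.38 (SD, n = 3) with CaCl2 and 4.95% ± 0.139 (SD, n = 3) with CaCl2 + MNase. It was 1.40% ± 0.188 (SD, n = 3) with MnCl2 and 1.10% ± 0.0382 (SD, n = 3) with MnCl2 + DNase I. The 5 groups differed by more than their libraries did (exact permutation p = 1.57e-05). All 12 treated libraries lay below all 3 untreated ones.

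Each of the 7 regions differed among the groups after Benjamini-Hochberg adjustment over the regions. The smallest exact permutation p was in ETS1 (p = 2.21e-05, adjusted 0.000155), and the largest was in ITS2 (p = 0.00593, adjusted 0.00593). ITS2 was also the region an alternative moved most, to an adjusted exact p-value of 0.143 without replicate 1 of each group. Over the alternatives of ITS2, adjusted exact p-values ran from 0.000945 to 0.143. In ETS1, the share fell from 4.23% ± 0.212 (SD, n = 3) in untreated libraries to 0.148% ± 0.0281 (SD, n = 3) with MnCl2, a 28.8-fold difference with all 3 libraries of each group apart. Its exact permutation p = 0.1 is the smallest that 3 against 3 libraries allow. With CaCl2 the ETS1 share was 2.09% ± 0.703 (SD, n = 3), also below every untreated library. The spacers did not move alike. With MnCl2, the log2 change of the share was -4.85 in ETS1, -1.56 in ITS1, -0.61 in ITS2 and -1.36 in ETS2. With CaCl2 + MNase, ETS1 changed by -0.84 and ETS2 rose from 0.437% ± 0.0361 to 0.628% ± 0.0276 (SD, n = 3), a log2 change of 0.53. The ETS2 share with CaCl2 was 0.515% ± 0.226 (SD, n = 3) and overlapped the untreated libraries. Shares of the rRNA genes changed less: 18S went from 30.6% ± 0.722 to 34.1% ± 0.536 (SD, n = 3) with CaCl2 + MNase, and 25S from 59.1% ± 0.728 to 62.7% ± 0.290 (SD, n = 3) with MnCl2 + DNase I.

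**Figure D1:**
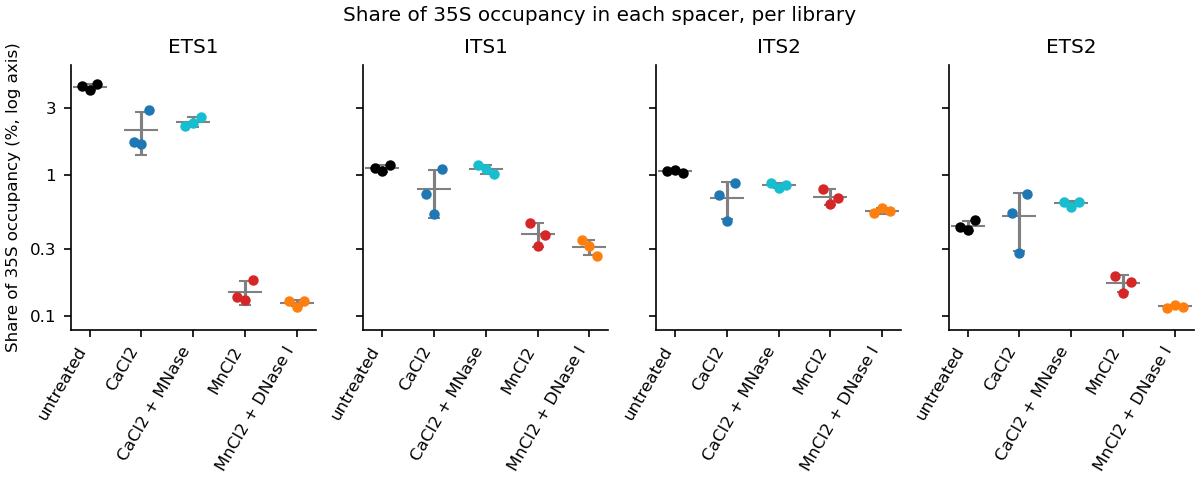
Share of 35S occupancy (percent, log axis) in each of the 4 spacers, with 1 point per library, the mean as a horizontal line and error bars of 1 SD (n = 3). In ETS1 the untreated libraries average 4.23% and those with MnCl2 0.148%, while in ITS2 the averages are 1.06% and 0.699%.

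The next comparison asked whether the pattern along the spacers, apart from its level, differed between groups. It differed among the 5 groups (pseudo-F 18.9, exact permutation p = 1.36e-05). The alternative that moved this most was leaving out replicate 1 or replicate 2, with an exact p-value of 0.00423. Mean rho within a group was 0.982 for untreated, 0.792 for CaCl2, 0.843 for CaCl2 + MNase, 0.837 for MnCl2 and 0.850 for MnCl2 + DNase I libraries. Between untreated libraries and each of these treated groups, in the same order, it was 0.683, 0.616, 0.454 and 0.451. Within-group rho exceeded between-group rho by 0.204 for CaCl2 against untreated and by 0.455 for MnCl2 against untreated. In both comparisons the real split was the most separated of the 10 (exact p = 0.1, the smallest possible). The same held for MnCl2 against CaCl2, with a difference of 0.254. Over all 35S positions, rRNA genes included, the differences were smaller. They were 0.0818 for CaCl2 and 0.159 for MnCl2 against untreated, and 0.0513 for MnCl2 against CaCl2.

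Adding a nuclease separated the profiles little. For CaCl2 + MNase against CaCl2 the difference was -0.0154, and 6 of 10 splits were at least as separated (exact p = 0.6). The sign depended on single replicate numbers: the difference was 0.0105 without replicate 3 and -0.0585 without replicate 1. CaCl2 replicate 3 had a higher rho with CaCl2 + MNase replicates 1 and 3 (0.946 and 0.957) than with CaCl2 replicates 1 and 2 (0.773 and 0.737). For MnCl2 + DNase I against MnCl2 the difference was 0.00797 (exact p = 0.1), and 0.00520 without replicate 3.

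**Figure D2:**
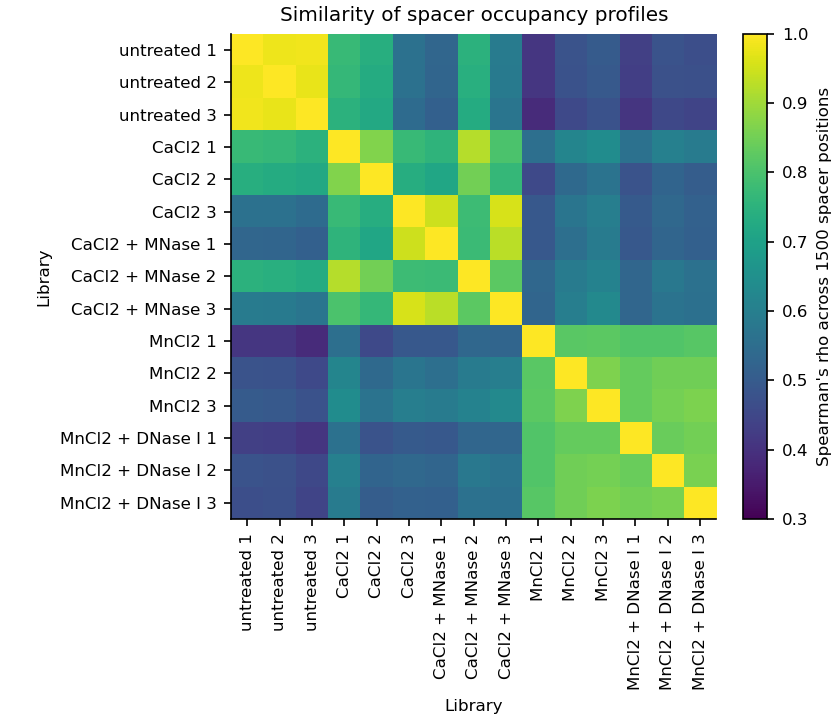
Spearman's rho between all 15 libraries across 1500 spacer positions, with libraries in the same order on both axes and colour from low (dark) to high (bright) rho. Untreated libraries form a block with a mean rho of 0.982, and CaCl2 replicate 3 resembles CaCl2 + MNase replicates 1 and 3 more than the other CaCl2 libraries.

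To find where occupancy changed, each position was tested with limma. CaCl2 against untreated gave 2212 of 6845 positions with an adjusted p-value under 0.05, of which 1099 were higher and 1113 lower with CaCl2. This count was the most sensitive to single untreated libraries: it was 1144 without untreated replicate 1, 1299 without untreated replicate 2 and 1000 without untreated replicate 3. CaCl2 + MNase against untreated gave 3744 of 6843 positions, 2201 higher and 1543 lower. MnCl2 against untreated gave 4984 of 6840 positions, 1959 higher and 3025 lower, and MnCl2 + DNase I against untreated 5173 of 6833 positions, 1880 higher and 3293 lower. Groups did not overlap at 51.3%, 63.8%, 76.8% and 78.0% of positions in these comparisons, taken in the order just given, where chance gives 10%. The share of called positions that were higher depended on the scaling. Median-ratio scaling, chosen after seeing the data, moved it from 49.7% to 38.2% for CaCl2 against untreated and from 36.3% to 47.6% for MnCl2 + DNase I against untreated. For CaCl2 + MNase against untreated it moved from 58.8% to 49.9%, with 1784 positions higher and 1794 lower, and for MnCl2 against untreated from 39.3% to 46.7%. The log2 factors by which this scaling divided were 0.07 to 0.15 for CaCl2-treated libraries, which lowered their values. They were -0.10 to -0.21 for MnCl2-treated libraries, which raised their values.

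Changes differed between spacers and rRNA genes. With MnCl2, 1416 of 1491 spacer positions were called, 1400 of them lower, and the median log2 change over spacer positions was -2.72. In the rRNA genes 3568 of 5349 positions were called and the median log2 change was 0.07. With CaCl2, 601 of 1496 spacer positions were called, 549 of them lower, with a median of -0.70. When each library was rescaled to its own spacer sum, the calls in spacers were 507 with CaCl2 (204 higher, 303 lower) and 748 with CaCl2 + MNase (345 higher, 403 lower), with median log2 changes of -0.03 and -0.01. They were 953 with MnCl2 (151 higher, 802 lower) and 955 with MnCl2 + DNase I (167 higher, 788 lower), with median log2 changes of -1.53 and -1.52. With MnCl2, 65.6% of the spacer sum lay in the 10 positions after each of the 3 stretches at 0, and rescaling to this sum left the median spacer position lower.

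**Figure D3:**
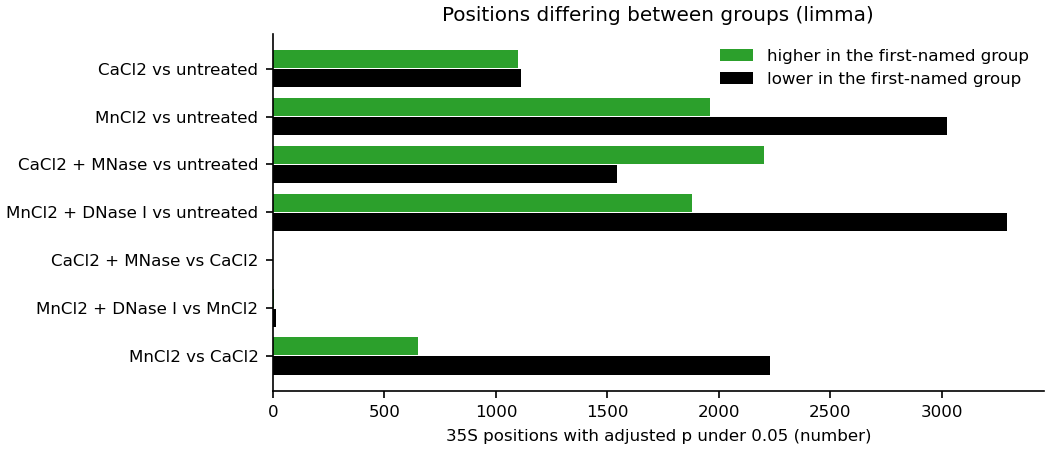
Number of 35S positions with a limma adjusted p-value under 0.05 in each comparison, as bars for positions higher (green) and lower (black) in the first-named group. Comparisons with untreated libraries reach 5173 positions, and CaCl2 + MNase against CaCl2 has 0.

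The spacer position with the largest rise against untreated libraries was position 2503 (ITS1, chromosome XII, 465067) in all 4 comparisons. It lies within the 10 positions after the stretch at 0 at the 3′ end of 18S. Its occupancy was 28.5 ± 3.24 CPM in untreated libraries and 1025 ± 470 CPM with CaCl2 (SD, n = 3), a log2 change of 5.00 with a limma adjusted p-value of 0.000116. The log2 change was 5.59 with CaCl2 + MNase, 4.84 with MnCl2 and 4.40 with MnCl2 + DNase I. The largest fall with CaCl2 was at position 19 (ETS1, chromosome XII, 467551), from 173 ± 22.2 to 3.45 ± 1.25 CPM (SD, n = 3), a log2 change of -5.31 (limma adjusted p-value 4.49e-05). The same position had the largest fall with CaCl2 + MNase (log2 change -5.46). The largest fall with MnCl2 was at position 195 (ETS1, chromosome XII, 467375), where untreated libraries had 471 ± 17.7 CPM (SD, n = 3). The MnCl2 libraries had 1, 3 and 3 reads there, so occupancy was at least 584-fold lower. With MnCl2 + DNase I, the same position had 2, 5 and 3 reads and 0.772 ± 0.319 CPM (SD, n = 3). All 3 libraries of each group showed these directions.

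Each nuclease was then compared with its cation alone. CaCl2 + MNase against CaCl2 gave 0 of 6841 positions with an adjusted p-value under 0.05 and 156 with an unadjusted p-value under 0.05. The latter count was 790 without CaCl2 replicate 3, and 67 and 78 without CaCl2 + MNase replicates 1 and 3, each with 0 after adjustment. The groups did not overlap at 8.11% of positions, where chance gives 10%. Between these groups the spacer share differed by less than its spread, with a log2 change of 0.33 and a pooled SD of 0.336 (exact permutation p = 0.4). Among the single regions, only the 5.8S share had no overlap between these groups. It was lower with MNase, with a log2 change of -0.0907 and a pooled SD of 0.0283 (exact permutation p = 0.1, the smallest possible). MnCl2 + DNase I against MnCl2 gave 16 of 6725 positions, 4 higher and 12 lower, and 1380 at an unadjusted p-value under 0.05. Median-ratio scaling gave 21 positions and reversed this split, to 13 higher and 8 lower. Leaving out 1 library moved the count widely, to 233 without MnCl2 replicate 1, 177 without MnCl2 replicate 3, 8 without MnCl2 replicate 2, and 2 without any 1 of the MnCl2 + DNase I libraries. The groups did not overlap at 26.6% of positions. The spacer share was lower with DNase I in all 3 libraries (log2 change -0.33, pooled SD 0.143, exact permutation p = 0.1).

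The largest spacer fall with DNase I was at position 6662 (ETS2, chromosome XII, 460908), from 163 ± 48.4 to 55.7 ± 3.63 CPM (SD, n = 3), a log2 change of -1.49 with a limma adjusted p-value of 0.000320. This position lies directly before positions 6663 to 6697, which the deposited annotation marks as cleaved by Rnt1. Ends of cleaved RNA there cannot be told from ends held by Pol I. Position 6662 was no longer called without the filter (limma adjusted p-value 0.166) or with all 15 libraries in one fit (limma adjusted p-value 0.341). Over all alternatives its limma and edgeR adjusted p-values ran from 8.25e-07 to 0.341. The test of whether the effects of the 2 nucleases differed gave 0 of 6847 positions, and 668 at an unadjusted p-value under 0.05. For region shares, the difference between the nuclease effects was largest in ETS2 (log2 0.93, exact permutation p = 0.035) and had its smallest exact p-value in ITS2 (log2 0.67, exact permutation p = 0.02). After Benjamini-Hochberg adjustment over 7 regions, both exact p-values were 0.105.

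The cations were compared directly, although their incubations also differed. MnCl2 against CaCl2 gave 2882 of 6836 positions, 652 higher and 2230 lower, and 1846 without MnCl2 replicate 3. Median-ratio scaling moved the share of called positions that were higher from 22.6% to 43.8%. The median log2 change over spacer positions was -1.98, and 651 spacer positions were called after rescaling to the spacer sum, 59 higher and 592 lower (median log2 change -1.46). Position 3025 (ITS2, chromosome XII, 464545), within the 10 positions after the stretch at 0 at the 3′ end of 5.8S, had the largest rise. It went from 525 ± 178 to 1481 ± 257 CPM (SD, n = 3), a log2 change of 1.54 with a limma adjusted p-value of 0.00199. Position 336 (ETS1, chromosome XII, 467234) had the largest fall, from 355 ± 60.2 to 4.06 ± 0.782 CPM (SD, n = 3), a log2 change of -6.13 (limma adjusted p-value 1.46e-06).

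Distributions of occupancy within each spacer were compared by the K-S distance. Between-group distances exceeded within-group distances in all 4 spacers, with means of 0.555 and 0.103 in ETS1, 0.522 and 0.134 in ITS1, 0.461 and 0.127 in ITS2, and 0.505 and 0.137 in ETS2. The exact permutation p-values were 8.56e-06, 3.64e-05, 1.86e-05 and 8.35e-05 (adjusted over the spacers 3.43e-05, 4.85e-05, 3.71e-05 and 8.35e-05). The alternative that moved these most was leaving out replicate 2, with an adjusted exact p-value of 0.0169 in ETS2. After rescaling each library to the sum of the spacer, the adjusted exact p-values were 0.000351 to 0.000432. Between group medians in ETS1, D was 0.850 for MnCl2 and 0.319 for CaCl2 against untreated. After rescaling these were 0.214 and 0.0600. In the other spacers more of the distance with MnCl2 was left after rescaling: D went from 0.814 to 0.442 in ITS1, from 0.727 to 0.567 in ITS2 and from 0.651 to 0.560 in ETS2. With CaCl2 it went from 0.344 to 0.158, from 0.303 to 0.0952 and from 0.167 to 0.139 in these spacers. With MnCl2, ITS1, ITS2 and ETS2 held 27.2%, 50.0% and 12.2% of spacer signal. The positions just after the mature rRNA ends alone held 15.4%, 41.6% and 8.60%. Rescaling to a sum set largely by these positions lowers all others, and the median ETS2 position was at 0 with MnCl2. The D left with MnCl2 therefore does not by itself show a change of shape across these spacers.

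**Figure D4:**
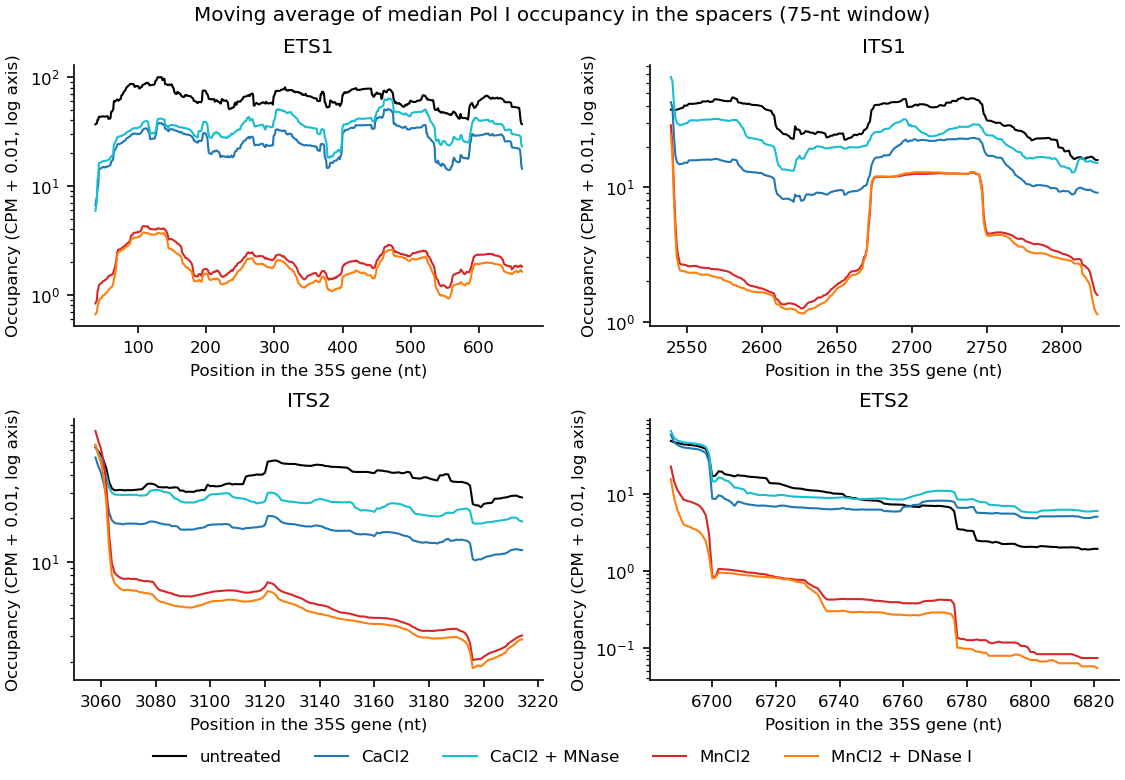
Moving average over 75 positions of the median Pol I occupancy of 3 libraries (CPM + 0.01, log axis) against position in the 35S gene, for each spacer and group. In ETS1 the average runs from 36.9 to 100.2 CPM in untreated libraries and from 0.821 to 4.27 CPM with MnCl2, whereas in ETS2 the CaCl2 groups lie above the untreated group towards the 3′ end.

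The last comparison asked which base was last incorporated at the most occupied spacer positions, taken as the top 2.5% (38 positions per library). G made up 27.2% ± 1.52 (SD, n = 3) of these in untreated libraries, 28.9% ± 0 (SD, n = 3) with CaCl2 and 29.8% ± 4.02 (SD, n = 3) with CaCl2 + MNase. It made up 5.26% ± 2.63 (SD, n = 3) with MnCl2 and 5.26% ± 0 (SD, n = 3) with MnCl2 + DNase I, and all 6 of these libraries lay below the other 9. Among the top 5% (75 positions per library), G made up 26.7% ± 0 in untreated, 11.1% ± 0.770 in MnCl2 and 10.7% ± 1.33 in MnCl2 + DNase I libraries (SD, n = 3), a smaller difference. Among all spacer positions 22.9% were G. With MnCl2, 65.6% of spacer signal lay just after the mature rRNA ends, where reads from processed rRNA were not excluded. The top positions there may therefore not mark a base last incorporated by Pol I. The shares of G differed among groups (exact permutation p = 0.00153, adjusted over 4 bases 0.00611). Without replicate 2 or replicate 3 the adjusted exact p-value was 0.102 or 0.0952. The adjusted exact p-values were 0.0489 for A, 0.0295 for T and 0.0774 for C, with raw exact p-values of 0.0367, 0.0148 and 0.0774. That for A was 0.111 or more whichever replicate number was left out, and that for T was 0.332 without replicate 1 and 0.111 without replicate 2. T rose from 18.4% ± 2.63 to 41.2% ± 4.02 (SD, n = 3) with MnCl2, and A fell from 43.0% ± 1.52 to 26.3% ± 13.9 (SD, n = 3) with CaCl2.

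**Figure D5:**
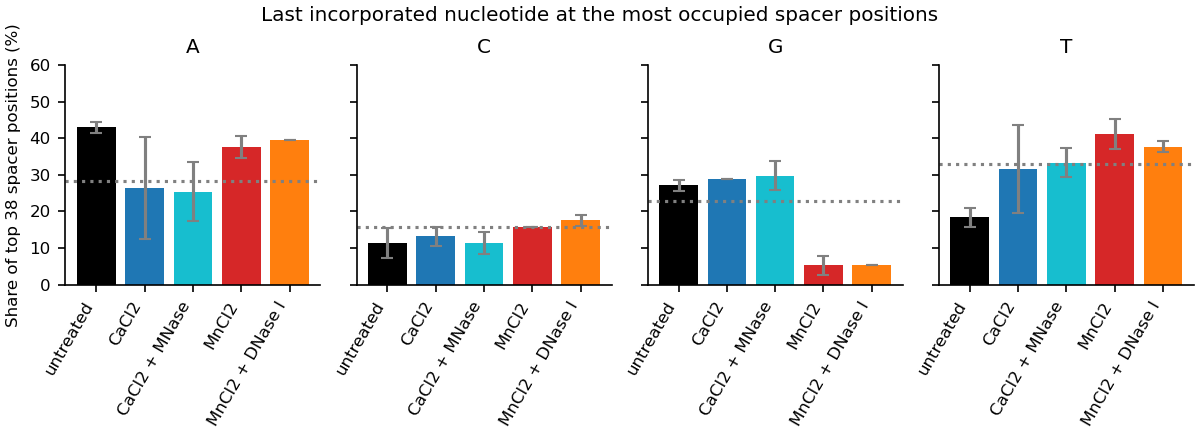
Share of the 38 most occupied spacer positions (percent) at which each base was last incorporated, with bars for group means, error bars of 1 SD (n = 3) and a dotted line for the share among all spacer positions. G stands at 27.2% in untreated and 5.26% in MnCl2 libraries.

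Without adjustment for the number of positions, the authors' deposited table had a p-value under 0.05 at 2138 positions for CaCl2, 3128 for CaCl2 + MNase, 4301 for MnCl2 and 4549 for MnCl2 + DNase I against untreated. For the nucleases, the authors' deposited table had 129 such positions for CaCl2 + MNase against CaCl2 and 704 for MnCl2 + DNase I against MnCl2. For MnCl2 against CaCl2 the authors' deposited table had 1841.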

Values the study reported

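The study compared wild-type yeast with yeast lacking *HMO1*, and it gave no result for lysates treated with a cation or a nuclease. For the libraries it compared, the study reported Spearman correlation coefficients above 0.9 between replicates of the same strain. It called a position different at a p-value under 0.05, smoothed spacer profiles over 75 positions, and took the top 2.5% of occupied spacer positions for its sequence analysis.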

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

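One alternative, median-ratio scaling, was chosen only after the results were seen; it moved no count of positions by more than 1.5 times, but it moved the split between higher and lower positions by the amounts given above, and for CaCl2 + MNase against untreated the excess of higher positions was lost. Of 98 alternative counts of differing positions, 75 stayed within 1.5 times the reported count. All 20 K-S alternatives and all 6 alternatives for the profiles over all groups stayed on the same side of the threshold, as did 38 of 39 for region shares. At the named positions 152 of 154 alternatives kept the direction and the call, and 2 lost the call, both at position 6662.

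Rescaling to the spacer sum tests only the spacer positions, which lowers the counts by construction. It gave 507 positions for CaCl2, 748 for CaCl2 + MNase, 953 for MnCl2 and 955 for MnCl2 + DNase I against untreated, 651 for MnCl2 against CaCl2 and 2 for MnCl2 + DNase I against MnCl2. The nuclease effects differed at 1 position after this rescaling. A mean of at least 20 CPM left fewer positions to test and gave 1787 for MnCl2 against CaCl2.

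MnCl2 + DNase I against MnCl2 was the least stable count. In place of 16 positions it gave 6 with a pseudocount of 10, 0 without the filter, 0 with all 15 libraries in one fit and 51 with edgeR on recovered reads; the cause was not tested. At an unadjusted p-value under 0.05 the counts were 1272 without the filter and 717 with all 15 libraries in one fit. CaCl2 + MNase against CaCl2 gave 1 position with all 15 libraries in one fit.

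The libraries of MnCl2 + DNase I and MnCl2 share only a replicate number, with correlations of deviations between 0.0461 and 0.0985, and the replicate block gave 4 positions there. Other blocked counts were 1793 for CaCl2, 3409 for CaCl2 + MNase, 4872 for MnCl2 and 5114 for MnCl2 + DNase I against untreated, and 0 (254 at an unadjusted p-value under 0.05) for CaCl2 + MNase against CaCl2, where the correlations ran from -0.379 to 0.480. Against untreated libraries the correlations lay between -0.121 and 0.103. The difference between the nuclease effects stayed at 0 with the block (804 at an unadjusted p-value under 0.05). Where the numbers did pair libraries, for MnCl2 against CaCl2, the block kept the calls at positions 3025 and 336 and gave the count stated with the methods; region shares and profile separation of this pair were not run with the block. No test over all 5 groups changed its call with the block.

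Leaving out 1 library leaves fewer samples. Across the 6 such fits, counts ran from 1000 to 2861 for CaCl2 against untreated, from 1846 to 3400 for MnCl2 against CaCl2 and from 2 to 233 for MnCl2 + DNase I against MnCl2. Across the 3 fits that left out a replicate number, the adjusted exact p-value ran from 0.0104 to 0.143 for ITS2, from 0.111 to 0.332 for A, from 0.0381 to 0.102 for G and from 0.0169 to 0.332 for T. These tests have only 945 partitions, and 7 of 20 base-share alternatives lost the call. The separation of CaCl2 + MNase from CaCl2 profiles ran from -0.0585 to 0.0105, the latter without replicate 3 and with the opposite sign. Depth limits low positions: in MnCl2 libraries 1 read was worth up to 0.353 CPM, so falls at low positions are bounded by the floor of 3 reads.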

Other observations

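All tests in this part were chosen only after the result was seen, except the ratio pooled over the 3 mature ends with MnCl2, the matched draw of G and the split by depth.

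Other splits of the same libraries were compared with the real ones. For CaCl2, CaCl2 + MNase, MnCl2 and MnCl2 + DNase I against untreated, for MnCl2 + DNase I against MnCl2 and for MnCl2 against CaCl2, 1 of 10 splits, the real one, gave as many positions, and the others gave 0. With 10 splits this share cannot go below 0.1. The real split gave 0 positions for CaCl2 + MNase against CaCl2 and for the difference between the nuclease effects, a number that 10 of 10 and 100 of 100 splits must reach, so these counts decide nothing. The largest other splits gave 405 and 436 positions. At an unadjusted p-value under 0.05 the real splits had 156 and 668 positions, and 6 of 10 and 13 of 100 splits had as many. Across 6725 positions, which are not independent, the effects of MNase and DNase I had a Pearson r of -0.147 and a Spearman rho of -0.134, and 36 of 200 splits gave an r as large in size (permutation p = 0.18). No shared direction of the 2 nucleases was detected.

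The loss of spacer signal with MnCl2 is larger than the replicate spread, and several technical accounts were tested. A larger amount of mature rRNA in the library would lower all 4 spacers by one factor. The log2 change in ITS2 exceeded that in ETS1 by 4.24 (SD 0.235). This gap cannot decide, because it includes signal next to the mature ends, which mature rRNA could itself raise. Away from the mature ends the changes still differed, at -4.90 (SD 0.199) in ETS1 and -2.99 (SD 0.0919) in ITS2. These values argue against more mature rRNA as the whole cause. The smaller loss with CaCl2 + MNase was also unequal, with ETS2 exceeding ETS1 by 1.36 (SD 0.101). Away from the mature ends its changes were -0.84 (SD 0.0952) in ETS1 and 0.18 (SD 0.119) in ETS2. A few positions taking the reads would leave no loss once positions were capped at the 99th percentile, but the capped spacer share still changed by -2.37 (SD 0.104). Polymerases that ran on without new starts would leave a loss that shrinks from ETS1 to ETS2. Away from the mature ends the log2 changes with MnCl2 were -4.90 in ETS1, -2.68 in ITS1, -2.99 in ITS2 and -4.08 in ETS2, and the change in ETS2 lay below that in ITS2 (difference -1.09, SD 0.137). Shortening or loss of nascent RNA in the lysate with MnCl2, or release of polymerases, may account for the pattern as a hypothesis. Neither was tested, and since no group was incubated without a cation, the incubation on ice stays open as well.

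A large part of the remaining spacer signal lay next to the mature 3′ ends. The 10 positions after each of the 3 stretches at 0 held 5.33% ± 0.435 of spacer signal in untreated, 16.5% ± 5.57 in CaCl2, 15.4% ± 1.67 in CaCl2 + MNase, 65.6% ± 3.33 in MnCl2 and 63.7% ± 2.23 in MnCl2 + DNase I libraries (SD, n = 3). If ends of mature rRNA leaked past the positions at 0 at a fixed rate, the ratio of these positions to the 10 before each stretch would not change. With CaCl2 this log2 ratio rose by 0.99 (SD 0.0710) over the 3 ends. The rise was unequal: 3.54 at 18S (SD 0.107), 0.40 at 5.8S (SD 0.190) and 0.93 at 25S (SD 0.0959). With MnCl2 it changed by 0.18 (SD 0.221) over the 3 ends, a value that decides nothing by itself because the ends went opposite ways: 1.75 at 18S (SD 0.431), 0.71 at 5.8S (SD 0.118) and -0.60 at 25S (SD 0.113). Each of these argues against a fixed leak as the sole source at that end, and so at the 3 ends together. With MnCl2 + DNase I the ratio changed by -0.49 (SD 0.114) over the 3 ends. Its ends also went opposite ways: 0.93 at 18S (SD 0.287), 0.23 at 5.8S (SD 0.0678) and -1.27 at 25S (SD 0.107). A leak that contributes part of the signal stays open. Precursors with short extensions past the mature ends may contribute as a hypothesis, and this was not tested. The largest rises named above, at positions 2503 and 3025, fall in these stretches.

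Signal past T1 moved in opposite directions with the cations. The 119 positions past T1 summed to 320 ± 27.8 CPM in untreated libraries, 761 ± 229 with CaCl2, 950 ± 183 with CaCl2 + MNase and 10.1 ± 1.69 with MnCl2 + DNase I (SD, n = 3), and to 13.4 to 16.3 CPM with MnCl2 (lowest and highest of 3 libraries). With CaCl2 the spacer signal as a whole fell while this signal rose, and its log2 share of spacer signal changed by 2.01 (SD 0.197), so a change of all spacer signal by one factor is argued against. Polymerases that passed T1 during the incubation at 37 °C are a candidate explanation, which was not tested because no untreated lysate was incubated.

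The lower share of G at the top spacer positions with MnCl2 goes along with a move of these positions between spacers. Untreated libraries had a mean of 26.3 of their top 38 positions in ETS1, against 2 with MnCl2. When untreated top positions were drawn with the mean MnCl2 number per spacer, G made up 15.3% (SD 1.56, n = 3), between the 27.2% of untreated and the 5.26% of MnCl2 libraries. The move may therefore account for part of the lower share but not for all of it, as a hypothesis. The remainder has no tested explanation. The draw matched the numbers per spacer but not the distance to a mature rRNA end. With MnCl2, 65.6% of spacer signal lay just after the mature ends. How many top positions lay there was not counted, so the 5.26% may largely reflect the sequence beside these ends.

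The CaCl2 and CaCl2 + MNase libraries differed among themselves along another line than their labels. Of the 9 ways to exchange 1 library between these groups, 1 gave any position with an adjusted p-value under 0.05: exchanging CaCl2 replicate 3 with CaCl2 + MNase replicate 2 gave 405 positions, and 1232 at an unadjusted p-value under 0.05. The real split and the other 8 exchanges gave 0, with 21 to 205 at an unadjusted p-value under 0.05. In spacer profiles that exchange had a mean rho of 0.912 within and 0.770 between its sets, a separation of 0.142 against -0.0154 for the real split. The library labelled CaCl2 + MNase replicate 2 had a rho of 0.923 and 0.851 with CaCl2 replicates 1 and 2, and of 0.777 and 0.823 with CaCl2 + MNase replicates 1 and 3. Read depth as the source is argued against, since the split into the 3 shallowest and the 3 deepest libraries gave 0 positions (162 at an unadjusted p-value under 0.05). Exchanged labels of these 2 libraries may explain the pattern, and so could uneven treatment of single lysates, and these cannot be told apart because the exchange was picked as the largest of 10 splits. Region measures were mixed. For that exchange the spacer share was 3.71%, 2.93% and 4.82% in CaCl2 replicates 1 and 2 and CaCl2 + MNase replicate 2, and 5.61%, 4.93% and 5.10% in the other 3 libraries (CaCl2 replicate 3, CaCl2 + MNase replicates 1 and 3), without overlap, which chance gives for 10% of measures. ITS2 and ETS2 shares did not overlap either, while ETS1 and ITS1 shares did. Signal past T1 did overlap: it was 589, 674 and 1064 CPM in CaCl2 replicates 1 and 2 and CaCl2 + MNase replicate 2, and 1021, 1047 and 739 CPM in the other 3 libraries. The comparisons above use the labels as given, and the 0 positions for CaCl2 + MNase against CaCl2 rest on them.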
